A study of Mus musculus with 9 samples. Its data were reported in "The NCOR-HDAC3 co-repressive complex modulates the leukemogenic potential of the transcription factor ERG" (2023).

How the data were processed

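Gene expression was measured by RNA sequencing in 9 libraries of hematopoietic stem and progenitor cells (HSPC) from mouse fetal liver. The cells were depleted of lineage-positive cells, transduced with a bidirectional lentiviral vector that carries a human ERG variant and GFP, cultured in serum-free medium with stem cell factor, thrombopoietin and FLT3 ligand, and sorted for GFP. The groups were taken from the sample titles: empty vector, WT-ERG and P199L-ERG, with 3 libraries each, numbered 1, 2 and 4 in every group. Per the labels and the methods of the study, the authors aligned single-end reads to GRCm38 with STAR, after discarding very short reads, and counted them per gene with HTSeq. Tool versions, the annotation release and the use of strand in counting are not given in the sources used here, so reads from genes that overlap on opposite strands cannot be told apart. The values deposited by the authors are raw read counts, with 1 column per library and no normalization, and all columns were used.

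The table held 46603 genes, of which 18814 had no count in any library, and 190 identifiers had no symbol. Of the identifiers, 98.9% matched GENCODE M21, and these held 99.9% of the counts. Totals ranged from 12192818 to 16131694 counts per library. No pair of libraries was identical, and replicates of a group differed far more than counting error alone gives (chi-square per degree of freedom between 42.3 and 158.6). The p-values therefore measure the spread between libraries. Whether the replicate numbers stand for separate litters or culture days is not given in the sources used here.

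Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization and the filterByExpr filter (minimum count 10), which left 13484 genes. A single model held all 9 libraries and the 3 groups (6 residual degrees of freedom). Contrasts were WT-ERG against empty vector, P199L-ERG against empty vector, P199L-ERG against WT-ERG, and the mean of both variants against empty vector. The last contrast picks genes that respond to ERG without favoring either variant. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. Standard errors (SE) were computed as the absolute log2 fold change divided by the square root of the F statistic. Levels are CPM, counts scaled to the library totals with TMM factors, given as mean ± SD, and log2 CPM used a prior count of 2.

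The replicate numbers were checked for pairing before the calls of the fits were compared. The deviations from the group means correlated across genes between 0.489 and 0.787 in the 9 pairs of libraries that share a number, and between -0.617 and 0.198 in the 18 pairs that do not. All 9 libraries correlated best with a library of their own number. The pairing rests on the data and on the numbers in the titles, since the labels do not say what a number stands for. For its experiments with mice, the study states that cells of a batch were divided among the groups and that every batch had a control. It does not say this of the sequenced libraries or tie the numbers to batches. The fit with the replicate number as a block (4 residual degrees of freedom), called the paired fit below, is therefore given beside the unpaired fit where it changed a call or moved a count by more than 1.5 times. DESeq2 1.42.0, the tool named by the study, was run with and without the replicate number.

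The statistics were tested on simulated data before use. In counts simulated for WT-ERG against empty vector, with 200 changed genes in each of 3 simulations, the unpaired edgeR test recovered 12.7% of the genes changed 2-fold and 63% of those changed 4-fold, and made at most 0 false calls. The paired edgeR fit recovered 69.3% and 92%, with at most 19 false calls. DESeq2 recovered 38.3% and 81% unpaired, with at most 1 false call. With the replicate number DESeq2 recovered 72% and 91.7%, with at most 38 false calls. Beside 200 changed genes, 19 and 38 false calls are a larger share than the threshold on adjusted p aims at. Calls of the fits with the replicate number can therefore hold more false ones than their adjusted p states. The gap in recovery depends on how far the replicate numbers differ in the simulated counts. It does not show that pairing suits the real libraries.

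Gene lists were written from general knowledge of blood and stromal cell types and of pathways relevant to ERG, before the data were examined but after the paper had been read, so lists that share genes with it are not fully independent of the study. Of 25 lists with 561 genes, 22 were tested, which held 458 of the tested genes. The hepatoblast list and the natural killer and innate lymphoid list had fewer than 5 tested members, and sex-linked genes were kept for a check of the libraries. Lists were tested with camera in limma 3.58.1 (inter-gene correlation preset at 0.01) on log2 CPM, with Benjamini-Hochberg adjustment over lists. Beside it stand camera with an estimated correlation, fry, and preranked enrichment with fgsea 1.28.0. A preset correlation treats genes of a list as nearly independent, and fry asks whether the members of a list move one way on balance.

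Genes named in the text follow a rule fixed before the data were examined. It takes 16 genes central to the study, in each comparison up to 6 called genes per direction with the largest fold change (mean CPM of at least 1, groups without overlap, no unnamed gene models), and for each list up to 4 called members, or the 2 members with the highest CPM where fewer than 2 were called. The rule was also applied to the paired fit, a step chosen after the unpaired count was seen. Any other gene was chosen after its values were seen, and the text says so.

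Alternatives covered DESeq2 size factors and upper-quartile factors in edgeR, no filter on low counts, over 30 counts in at least 3 libraries, limma-voom, DESeq2, the replicate block, an absolute log2 fold change over 1, a fit of the compared groups alone, other list tests, and leaving out each library. For the list tests, single libraries were left out of the fit without the replicate number. The numbers were then unequal between the groups, so a lost or gained list call can reflect differences between the numbers. The same alternatives within the paired fit, and leaving out each replicate number, were added after the data were seen. The overlap of the comparisons that share the empty vector libraries was set against 50 simulations of unchanged groups. With 3 libraries against 3, an exact permutation test cannot give a p under 0.1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. No sequence reads were available.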

Results

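The data were read counts per gene from 9 RNA sequencing libraries of GFP-sorted mouse fetal liver HSPC transduced with an empty vector, with human WT-ERG or with P199L-ERG. ERG is an ETS family transcription factor required in blood stem cells and expressed in endothelium, and P199L exchanges a proline for a leucine in it. Each group held 3 libraries. Total counts were 13231478, 16131694 and 13859087 in empty vector replicates 1, 2 and 4, 15156973, 12192818 and 13267604 in WT-ERG replicates 1, 2 and 4, and 13021279, 13632857 and 12410130 in P199L-ERG replicates 1, 2 and 4. At this depth 13484 genes were tested.

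**Figure D1:**
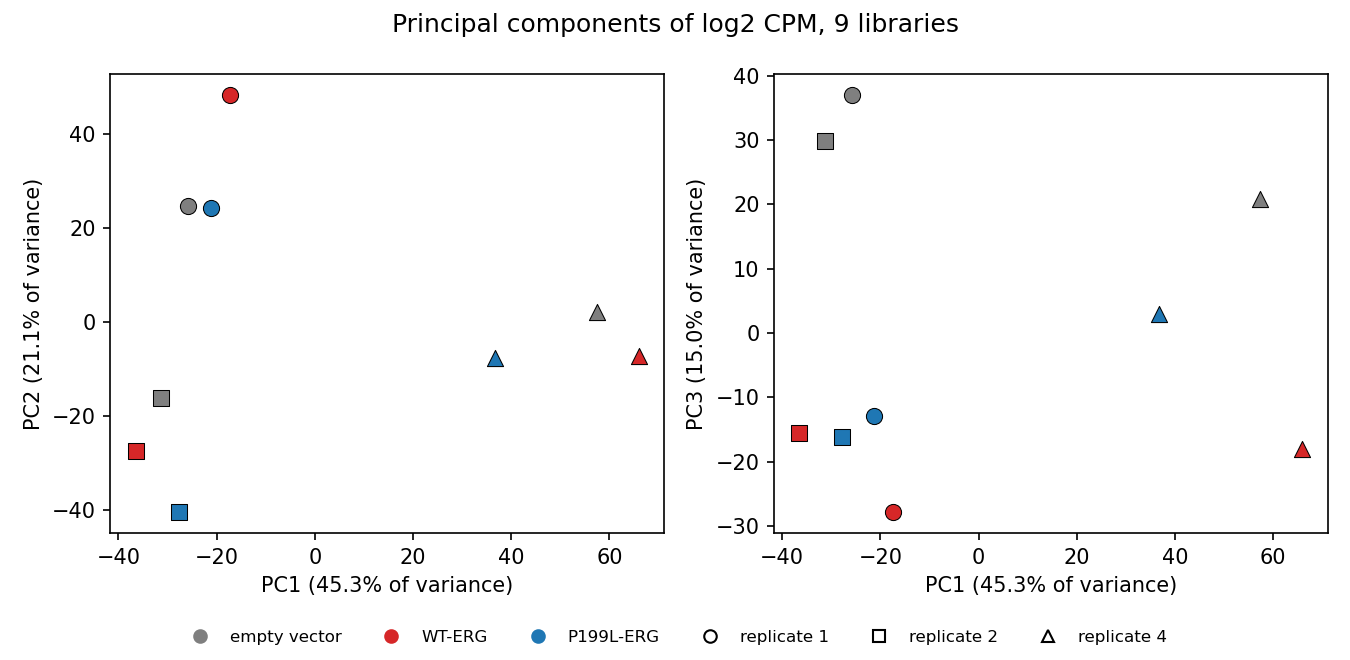
Principal components of log2 CPM over the tested genes in the 9 libraries, component 1 against components 2 and 3, with the group shown by color and the replicate number by marker. The first component held 45.3% of the variance, 96.1% of it between replicate numbers, and the third held 15.0%, 90.6% of it between groups.

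The transduced gene was examined first. Erg (ENSMUSG00000040732, chromosome 16, 95359169 to 95586593, minus strand, GRCm38) stood at 27.5 ± 18.9 CPM (SD, n = 3) with the empty vector, at 132 ± 27.5 CPM with WT-ERG and at 122 ± 8.88 CPM with P199L-ERG. Its counts in replicates 1, 2 and 4 were 210, 249 and 730 with the empty vector, 1854, 1329 and 2325 with WT-ERG, and 1418, 1584 and 1740 with P199L-ERG. Reads of the human transcript can align to the mouse gene, so these counts can mix transduced and endogenous transcripts. Erg rose with WT-ERG by 2.38 ± 0.28 (log2, SE) in the paired edgeR fit (adjusted p = 0.026) and with P199L-ERG by 2.30 ± 0.28 (adjusted p = 0.0494). It was not called in the unpaired edgeR fit (adjusted p = 0.495 with WT-ERG), but was called there without empty vector replicate 4, with adjusted p = 0.00403 for WT-ERG and 0.00776 for P199L-ERG. Between the variants Erg differed by -0.08 ± 0.26 (paired adjusted p = 0.964).

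The comparison of WT-ERG with the empty vector asks which genes ERG raises or lowers in these progenitors. Endothelial genes such as Stab2, Tek and Cdh5 rose in the paired fit, and genes of eosinophil and mast cell granules such as Prg2 and Mcpt2 fell. Stab2, a scavenger receptor of sinusoidal endothelium (chromosome 10, 86841198 to 87008025, minus strand), went from 1.93 ± 1.47 CPM to 44.3 ± 37.5 CPM (SD, n = 3), a paired log2 fold change of 4.47 ± 0.36 (SE, edgeR adjusted p = 0.0104). Tek, the angiopoietin receptor (chromosome 4, 94739289 to 94874976, plus strand), rose by 3.45 ± 0.40 (0.423 to 5.00 CPM, paired edgeR adjusted p = 0.026). Cdh5, the cadherin of endothelial junctions (chromosome 8, 104101625 to 104144511, plus strand), rose by 2.90 ± 0.32 (0.560 to 4.61 CPM, paired edgeR adjusted p = 0.0245). Bcl6b, a transcriptional repressor, rose by 5.43 ± 0.64, Lzts1 by 5.27 ± 0.63, Sh2d2a, a T cell signaling adaptor, by 4.60 ± 0.65, Sox7 by 4.07 ± 0.44 and Tac4, a tachykinin gene, by 3.72 ± 0.48 in the same fit, with edgeR adjusted p between 0.0245 and 0.045. All of these genes were under 2 CPM with the empty vector, where a fold change rests on few counts.

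Prg2, which encodes the major basic protein of eosinophil granules (chromosome 2, 84980461 to 84983632, plus strand), went from 640 ± 175 CPM to 176 ± 47.3 CPM with WT-ERG (SD, n = 3) and fell by 1.85 ± 0.26 (log2, SE, paired edgeR adjusted p = 0.0443). Its neighbor Prg3 (84988215 to 84993886) fell by 1.98 ± 0.22 (paired edgeR adjusted p = 0.0245). Mcpt2, a mast cell protease gene (chromosome 14, 56042041 to 56044642, plus strand), fell by 2.72 ± 0.34, from 168 ± 113 to 25.0 ± 13 CPM (paired edgeR adjusted p = 0.0339). The eosinophil ribonuclease genes Ear1 and Ear2 fell by 1.95 ± 0.27 and 1.72 ± 0.19 (paired edgeR adjusted p = 0.0448 and 0.0251). Prg2, Prg3, Mcpt2, Ear1 and Ear2 were lower in each of the 3 replicate numbers. Ear1, Ear2 and Mcpt2 have near-identical relatives in the genome whose reads the counting could have split, so their values are uncertain.

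**Figure D2:**
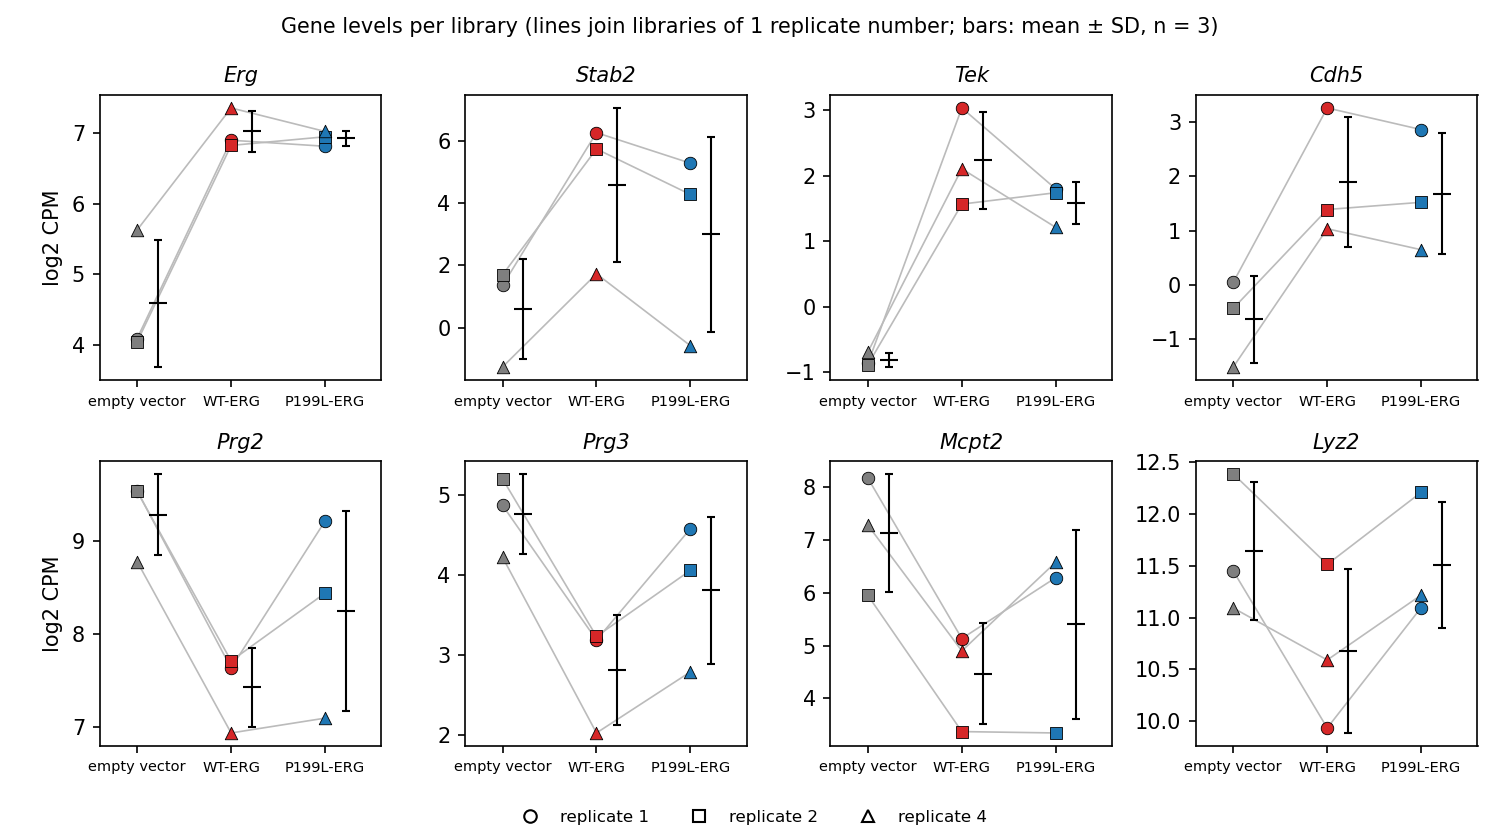
Log2 CPM per library of Erg, Stab2, Tek, Cdh5, Prg2, Prg3, Mcpt2 and Lyz2 by group, with the replicate number shown by marker, lines joining the libraries of a number, and bars giving the mean ± SD of 3 libraries. Erg, Stab2, Tek and Cdh5 lie higher with WT-ERG than with the empty vector in every replicate number, and Prg2, Prg3 and Mcpt2 lie lower.

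In the unpaired edgeR fit 1 gene of 13484 differed between WT-ERG and the empty vector, Ngfr (log2 fold change -10.74 ± 0.58, SE, adjusted p = 0.000474). Whether the vectors differ in sequence that aligns to Ngfr is not given in the sources used here, so this difference cannot be assigned to ERG. In the paired fit 59 genes differed, of which 47 rose and 12, Ngfr among them, fell, and of these edgeR fits it alone called the genes named above other than Ngfr. DESeq2 called 68 genes (54 higher, 14 lower) without and 523 genes (298 higher, 225 lower) with the replicate number. With no filter on low counts the paired edgeR fit called 930 genes, 465 higher and 465 lower, so the share of higher genes among the calls depends on the setting. The paired edgeR count fell to 1 without replicate 1 and to 1 without replicate 2, and was 97 without replicate 4. Leaving out single libraries gave 5, 2 and 89 genes without empty vector replicates 1, 2 and 4, 6, 2 and 37 without WT-ERG replicates 1, 2 and 4, and 10, 15 and 141 without P199L-ERG replicates 1, 2 and 4.

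Ngfr, the gene of a nerve growth factor receptor (ENSMUSG00000000120, chromosome 11, 95568818 to 95587735, minus strand), had 2500, 4894 and 2115 counts in the empty vector replicates 1, 2 and 4, 2, 2 and 1 counts in those of WT-ERG, and 2, 0 and 3 counts in those of P199L-ERG. Its mean level in the ERG libraries was 0.0564% of the level with the empty vector. The next lowest share among genes of at least 1 CPM was 10.1% (Rgs13, chosen after its value was seen). The fitted fold change of Ngfr depends on the prior count.

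As groups, endothelial genes rose with WT-ERG and eosinophil and mast cell genes fell. With an estimated correlation the eosinophil call alone held (adjusted p = 0.262 for endothelial, 0.023 for eosinophil and 0.292 for mast cell genes). Fry without the replicate number passed eosinophil genes alone (adjusted p = 0.0168, against 0.216 for endothelial and 0.387 for mast cell genes). With the replicate number fry passed endothelial and eosinophil genes (0.0342 and 0.0449) and not mast cell genes (0.143). The 22 tested endothelial genes had a median log2 fold change of 0.89, and their medians within the replicate numbers averaged 0.98 ± 0.27 (SD, n = 3, camera adjusted p = 1.44e-10). In the paired fit 4 endothelial genes rose over all genes tested, 14 rose adjusted over the list alone, and 0 fell. The 11 eosinophil genes had a median of -1.43, with a mean over the numbers of -1.40 ± 0.18 (SD, n = 3, camera adjusted p = 2.71e-09). With the replicate number in the model the eosinophil call was lost as well (adjusted p = 0.426 with an estimated correlation). Of these genes 4 fell in the paired fit over all genes, and 8 adjusted over the list alone. The 20 mast cell and basophil genes had a median of -1.09 (mean over the numbers -1.19 ± 0.50, SD, n = 3, camera adjusted p = 1.69e-10), and 13 of them fell in the paired fit adjusted over the list alone. Cpa3, a mast cell carboxypeptidase gene, had a paired log2 fold change of -1.14 ± 0.34 (edgeR adjusted p = 0.179, DESeq2 with the replicate number 0.00459). Leaving out any single library kept the calls of these 3 lists. The libraries regrouped with each replicate number on both sides gave medians of at most 0.70, 0.49 and 0.55 in size for endothelial, eosinophil and mast cell genes. Of all 10 splits, the real one included, 3 gave an endothelial, 1 an eosinophil and 2 a mast cell median at least as large in size.

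Neutrophil, monocyte and lysosome genes also fell as groups with WT-ERG, calls lost with an estimated correlation (adjusted p = 0.611 for each). The median was -0.49 over 30 neutrophil genes (camera adjusted p = 0.000492), -0.55 over 31 monocyte and macrophage genes (camera adjusted p = 0.000364) and -0.28 over 45 lysosome genes (camera adjusted p = 6.19e-06). Of the lysosome genes 43 had a lower unpaired edgeR fold change, and 27 were lower in all 3 replicate numbers. Medians within the replicate numbers averaged -0.49 ± 0.53 for neutrophil genes, -0.50 ± 0.54 for monocyte genes and -0.30 ± 0.22 for lysosome genes (SD, n = 3). The libraries regrouped with each replicate number on both sides gave medians of up to 0.51, 0.39 and 0.19 in size, larger than the real one for neutrophil genes. Of all 10 splits, the real one included, 7 gave a neutrophil, 6 a monocyte and 6 a lysosome median at least as large in size. In the paired fit 7 neutrophil genes, among them Elane and Ctsg of the primary granules, and 2 monocyte genes, Lyz2 and Vcan, fell adjusted over the list alone, and 0 did over all genes (Elane, Ctsg and Vcan were chosen after their values were seen). DESeq2 with the replicate number called Elane, Ctsg, Lyz2 and Vcan over all genes (adjusted p = 2.28e-08, 0.0159, 1.92e-05 and 8.03e-05). The neutrophil call was lost without empty vector replicate 4 (median -0.19) or WT-ERG replicate 1 (0.00), the monocyte call without empty vector replicate 2 (-0.07), WT-ERG replicate 1 (-0.13) or WT-ERG replicate 4 (0.01), and the lysosome call without WT-ERG replicate 4 (-0.04). Itgam and Ly6g, which encode the surface markers CD11b and Ly6G of mature myeloid cells, had paired log2 fold changes of -0.04 ± 0.16 and 0.57 ± 0.29 (edgeR adjusted p = 0.936 and 0.405). The monocyte marker gene Ly6c2 and the myeloid lectin receptor gene Clec12a had -0.72 ± 0.23 and -0.53 ± 0.23, lower in each of the 3 replicate numbers (edgeR adjusted p = 0.202 and 0.317, DESeq2 with the replicate number 0.0346 and 0.199). Ly6c2 has a near-identical neighbor gene, so its value is uncertain.

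Megakaryocyte and platelet genes (median 0.56 over 29 genes, camera adjusted p = 0.00034) and stem and progenitor genes (0.23 over 26 genes, camera adjusted p = 0.00741) rose as groups with WT-ERG, as did T cell genes (0.49 over 7 genes, camera adjusted p = 0.0177) and interferon response genes (0.29 over 30 genes, camera adjusted p = 0.0219). With an estimated correlation their adjusted p was 0.611, 0.323, 0.262 and 0.807 in that order. Of these lists fry passed only that of T cells, with the replicate number (adjusted p = 0.0375) and not without it (0.216). Erythroid genes (median -0.63 over 28 genes, camera adjusted p = 0.00741) and myeloid transcription factors (-0.27 over 17 genes, camera adjusted p = 0.0177) fell, with adjusted p = 0.807 and 0.611 with an estimated correlation. Regrouped with each replicate number on both sides, the libraries gave medians up to 1.11 in size for erythroid and 0.26 for stem and progenitor genes, larger than the real ones. For megakaryocyte, T cell, interferon and myeloid factor genes they gave at most 0.45, 0.18, 0.20 and 0.22. Itga2b and Itgb3, the platelet integrin genes, had paired log2 fold changes of 0.76 ± 0.22 and 0.72 ± 0.16 (edgeR adjusted p = 0.173 and 0.106, DESeq2 with the replicate number 0.0254 and 0.00385). The stem cell marker genes Cd34, Kit and Ly6a had 1.31 ± 0.34, -0.66 ± 0.38 and 1.22 ± 0.55 (edgeR adjusted p = 0.147, 0.461 and 0.344, DESeq2 with the replicate number 0.00142, 0.704 and 0.509). The megakaryocyte call was lost without empty vector replicate 4 (median 0.35) or WT-ERG replicate 1 (0.08), the stem cell call without the same libraries (0.24 and 0.08), the T cell call without WT-ERG replicate 1 (0.53), and the interferon call without empty vector replicate 1 (-0.11), WT-ERG replicate 2 (0.19) or WT-ERG replicate 4 (-0.06). The erythroid call was lost without empty vector replicate 4 (-0.33), WT-ERG replicate 2 (0.07) or WT-ERG replicate 4 (-0.56), and that of the myeloid factors without empty vector replicate 2 (-0.16), WT-ERG replicate 1 (-0.09) or WT-ERG replicate 4 (0.01). With fgsea the erythroid and myeloid factor calls were lost (adjusted p = 0.616 and 0.0681). With no filter on low counts camera lost the T cell and interferon calls (adjusted p = 0.0941 and 0.0575).

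The remaining lists did not pass for WT-ERG against the empty vector with camera and all libraries. Camera did pass the matrix list without empty vector replicate 1 (median 0.30) or WT-ERG replicate 4 (0.38), the dendritic cell list without empty vector replicate 2 (0.27), and the immediate early (-0.38) and mitochondrial (-0.22) lists without empty vector replicate 4. Cell cycle genes passed as higher without empty vector replicate 4 (0.37) or WT-ERG replicate 1 (0.17) or 2 (0.20), and as lower without WT-ERG replicate 4 (-0.17). With the replicate number in the model, camera passed the immediate early list without number 1 (-0.18), and the heptad (0.10), cell cycle (0.12) and mitochondrial (-0.19) lists without number 4. Of the remaining lists, fgsea passed the heptad and the extracellular matrix list (adjusted p = 0.0476 for both). The heptad list of 7 genes holds Erg, whose counts can include the transduced transcript, so its values are not independent of the vector. Their median log2 fold changes were 0.03 for the heptad of stem cell transcription factors, 0.14 for co-repressor genes of the NCoR-HDAC3 and ETO complexes, 0.09 for extracellular matrix, -0.38 for mesenchymal stromal cells, -0.11 for dendritic cells and MHC class II, -0.14 for B cells, 0.09 for the cell cycle, 0.02 for p53 targets, -0.09 for immediate early and heat shock genes and -0.07 for mitochondrially encoded genes. Mean and median differed in sign for the stromal list (mean 0.11) and the dendritic cell list (mean 0.0047).

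The comparison of P199L-ERG with the empty vector asks what the mutant still does. As groups, endothelial and megakaryocyte genes rose, and eosinophil and mast cell genes fell. Each of these list calls was lost with an estimated correlation (adjusted p = 0.290, 0.705, 0.111 and 0.435), and edgeR called 0 eosinophil or mast cell genes over all genes. Of these lists fry passed only that of endothelial genes, with the replicate number (adjusted p = 0.0443) and not without it (0.333). Acvrl1, a BMP receptor gene of endothelium (chromosome 15, 101128522 to 101145336, plus strand), went from 9.47 ± 5.20 to 50.8 ± 35.1 CPM (SD, n = 3) and rose by 2.31 ± 0.22 (log2, SE, paired edgeR adjusted p = 0.0294). Cdh5 rose by 2.65 ± 0.32 and Stab2 by 3.12 ± 0.36 (paired edgeR adjusted p = 0.0494 for both). Pdgfb, a platelet-derived growth factor gene, rose by 1.71 ± 0.15 (adjusted p = 0.0279), Lrrc32, a docking receptor of latent TGF-beta, by 1.32 ± 0.16 (0.0494), and the zinc finger gene Zfp318 by 1.04 ± 0.12 (0.0493) in the same fit. With WT-ERG, Acvrl1 stood at 64.3 ± 27.7 CPM and Pdgfb at 18.1 ± 6.53 CPM, and both were called in the paired fit (edgeR adjusted p = 0.0104 and 0.0127), values looked up after the P199L-ERG result. Tek (2.73 ± 0.41) and Lzts1 (4.84 ± 0.64) did not pass with P199L-ERG (paired edgeR adjusted p = 0.0855 and 0.0607). DESeq2 with the replicate number called both (adjusted p = 7.89e-05 and 6.10e-06).

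In the unpaired edgeR fit 1 gene differed between P199L-ERG and the empty vector, again Ngfr (-10.66 ± 0.58, adjusted p = 0.000499), which for the reason given above cannot be assigned to ERG. In the paired fit 14 genes differed, of which 13 rose and 1, Ngfr, fell. DESeq2 called 20 genes (17 higher, 3 lower) without and 268 genes (189 higher, 79 lower) with the replicate number. With no filter on low counts the paired edgeR fit called 525 genes, 339 higher and 186 lower. The paired edgeR count was 1 without replicate 1, 1 without replicate 2, 8 without replicate 4, and 5 and 6 genes with DESeq2 size factors and upper-quartile factors. Leaving out single libraries gave 1, 1 and 19 genes without empty vector replicates 1, 2 and 4, 12, 3 and 5 without WT-ERG replicates 1, 2 and 4, and 2, 1 and 19 without P199L-ERG replicates 1, 2 and 4.

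The 22 endothelial genes had a median log2 fold change of 1.03 with P199L-ERG, and their medians within the replicate numbers averaged 1.03 ± 0.32 (SD, n = 3, camera adjusted p = 9.32e-12, adjusted p = 0.290 with an estimated correlation). In the paired fit 14 of them rose adjusted over the list alone, 2 rose over all genes, and 0 fell. The median was -0.69 over the eosinophil genes (mean over the numbers -0.70 ± 0.45, SD, n = 3, camera adjusted p = 2.66e-05) and -0.71 over the mast cell and basophil genes (-0.81 ± 0.33, camera adjusted p = 2.72e-07), with adjusted p = 0.111 and 0.435 with an estimated correlation. Of these, 5 eosinophil and 3 mast cell genes fell in the paired fit adjusted over the list alone, and 0 over all genes. Prg2 stood at 359 ± 229 CPM and Mcpt2 at 61.1 ± 45.1 CPM with P199L-ERG, with paired log2 fold changes of -0.99 ± 0.25 and -1.65 ± 0.32 (edgeR adjusted p = 0.22 and 0.134, DESeq2 with the replicate number 0.00425 and 1.43e-05; Mcpt2 was taken over from the WT-ERG comparison). Calls of these 3 lists were kept with any single library left out. The libraries regrouped with each replicate number on both sides gave medians of at most 0.48, 0.48 and 0.36 in size for endothelial, eosinophil and mast cell genes. Of all 10 splits, the real one included, 1 gave an endothelial, 1 an eosinophil and 3 a mast cell median at least as large in size.

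Megakaryocyte and platelet genes had a median of 0.59 with P199L-ERG (mean over the numbers 0.59 ± 0.46, SD, n = 3, camera adjusted p = 7.17e-06, adjusted p = 0.705 with an estimated correlation), and 9 of 29 rose and 1 fell in the paired fit adjusted over the list alone. Without P199L-ERG replicate 1 the call was lost (median 0.32). Itga2b had a paired log2 fold change of 0.81 ± 0.22 and Itgb3 of 0.56 ± 0.16 (edgeR adjusted p = 0.238 and 0.260, DESeq2 with the replicate number 0.019 and 0.0769). Extracellular matrix genes rose as a group (median 0.36, camera adjusted p = 0.00235), as did stem and progenitor genes (0.12, camera adjusted p = 0.0166) and dendritic cell and MHC class II genes (0.29, camera adjusted p = 0.0252). With an estimated correlation their adjusted p was 0.705, 0.435 and 0.744. Erythroid genes (-0.57, camera adjusted p = 0.00874) and immediate early and heat shock genes (-0.18, camera adjusted p = 0.0166) fell, with adjusted p = 0.803 and 0.744 with an estimated correlation. The matrix call was lost without empty vector replicate 4 (median 0.19) or P199L-ERG replicate 1 (0.20), the erythroid call without empty vector replicate 4 (-0.35) or P199L-ERG replicate 2 (0.05), and the immediate early call without empty vector replicate 2 (-0.07) or P199L-ERG replicate 4 (-0.04). The stem cell call was lost without empty vector replicate 1 (0.00) or 4 (0.33), WT-ERG replicate 2 (0.11), or P199L-ERG replicate 1 (0.11) or 4 (0.02), and the dendritic cell call without empty vector replicate 1 (0.34) or 4 (-0.13), or P199L-ERG replicate 1 (0.51) or 2 (0.11). With fgsea the erythroid and dendritic cell calls were lost (adjusted p = 0.161 for both). Regrouped with each replicate number on both sides, the libraries gave erythroid, dendritic cell and stem cell medians up to 0.63, 0.50 and 0.21 in size, larger than the real ones. For megakaryocyte, matrix and immediate early genes they gave at most 0.53, 0.21 and 0.12. With no filter on low counts camera lost the matrix, stem cell and dendritic cell calls (adjusted p = 0.0989, 0.0801 and 0.0801).

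Neutrophil, monocyte and lysosome genes did not pass as groups between P199L-ERG and the empty vector with all libraries, with medians of 0.12, 0.08 and -0.01 (camera adjusted p = 0.994, 0.952 and 0.619). Lysosome genes passed as lower without empty vector replicate 4 (median -0.33) or P199L-ERG replicate 2 (-0.17), and with the replicate number in the model without number 4 (-0.17). With 1 library left out the neutrophil median ranged from -0.15 to 0.36 and the monocyte median from -0.24 to 0.38. Ly6c2 and Clec12a had paired log2 fold changes of -0.25 ± 0.22 and -0.02 ± 0.22 (edgeR adjusted p = 0.731 and 0.983). Interferon response genes had a median of 0.22 and passed with the replicate number in the model (camera adjusted p = 6.31e-06, adjusted p = 0.526 with an estimated correlation), not without it (0.0515). Without it they passed with fgsea (adjusted p = 0.0495), and in camera with DESeq2 size factors (0.0476) and over 30 counts in at least 3 libraries (0.0281). They also did so without empty vector replicate 2 (median 0.27) or 4 (0.52), WT-ERG replicate 1 (0.22) or P199L-ERG replicate 1 (0.57). The other medians were 0.01 for myeloid transcription factors, -0.18 for the heptad, -0.06 for the co-repressor genes, 0.20 for stromal cells, 0.12 for T cells, 0.12 for B cells, -0.04 for the cell cycle, -0.06 for p53 targets and 0.13 for mitochondrially encoded genes, none passing with camera and all libraries except T cells with no filter on low counts (adjusted p = 0.0265). With 1 library left out, T cells passed without empty vector replicate 1 (median 0.59) or P199L-ERG replicate 4 (0.51), mitochondrial genes without empty vector replicate 1 (0.21) or P199L-ERG replicate 2 (0.18), and co-repressor genes without empty vector replicate 2 (-0.12). Cell cycle genes passed as lower without empty vector replicate 1 (-0.21) or 2 (-0.15) or P199L-ERG replicate 4 (-0.14), and as higher without empty vector replicate 4 (0.25). With the replicate number in the model, camera passed the T cell list without number 1 (0.50), the mitochondrial list without number 2 (0.22), and the cell cycle list without number 1 (-0.10), 2 (-0.14) or 4 (0.16). Fry passed the T cell list with the replicate number and all libraries (adjusted p = 0.0443). Mean and median differed in sign for the heptad (mean 0.30, with Erg among its members), the myeloid factors (mean -0.06) and the p53 targets (mean 0.01).

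The genes called for both variants were then counted. The unpaired edgeR fit gave 1 such gene, Ngfr, and the paired fit 13, of which 12 rose and 1, Ngfr, fell. Erg, the transduced gene, was among the 12, and 11 were left without it. Simulations of unchanged groups that share the empty vector libraries gave 0.04 genes on average in the paired fit, and independent lists of these sizes would share 0.0462. Across genes, which are not independent replicates, the paired log2 fold changes correlated at 0.81 (simulated 0.50), and their covariance was 0.164, against 0.0358 simulated, a difference of 0.128. The controls were too few to be split, and part of the excess may come from the shared empty vector libraries.

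The comparison of P199L-ERG with WT-ERG asks what the substitution takes from ERG. Genes of maturing myeloid cells and of the lysosome were higher as groups with P199L-ERG than with WT-ERG, while edgeR with the filter on low counts called no single gene. Each of these list calls was lost with an estimated correlation (adjusted p = 0.498 for monocyte, neutrophil and lysosome genes, 0.135 for eosinophil genes). Monocyte and macrophage genes had a median log2 fold change of 0.67, with 28 of 31 genes higher (camera adjusted p = 5.31e-07), neutrophil genes 0.56, with 25 of 30 higher (camera adjusted p = 2.40e-06), eosinophil genes 0.59, with 11 of 11 higher (camera adjusted p = 6.51e-05), and lysosome genes 0.27, with 40 of 45 higher (camera adjusted p = 1.72e-07). These counts used the fold change of the unpaired edgeR fit. Fewer were higher in all 3 replicate numbers: 16 monocyte, 10 neutrophil, 5 eosinophil and 25 lysosome genes. Medians within the replicate numbers averaged 0.60 ± 0.49 for monocyte, 0.58 ± 0.67 for neutrophil, 0.59 ± 0.55 for eosinophil and 0.28 ± 0.20 for lysosome genes (SD, n = 3), so the neutrophil difference was smaller than its spread. The neutrophil median was -0.12 in number 4, and the monocyte and lysosome medians were 0.05 and 0.06 in number 2. The neutrophil call was lost without WT-ERG replicate 1 (median 0.04) and the lysosome call without WT-ERG replicate 4 (0.05), and the monocyte and eosinophil calls were kept with any single library left out. These fits lacked the replicate number. With it in the model and a whole number left out, camera at the preset correlation passed all 12 combinations of these lists and a number.

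**Figure D3:**
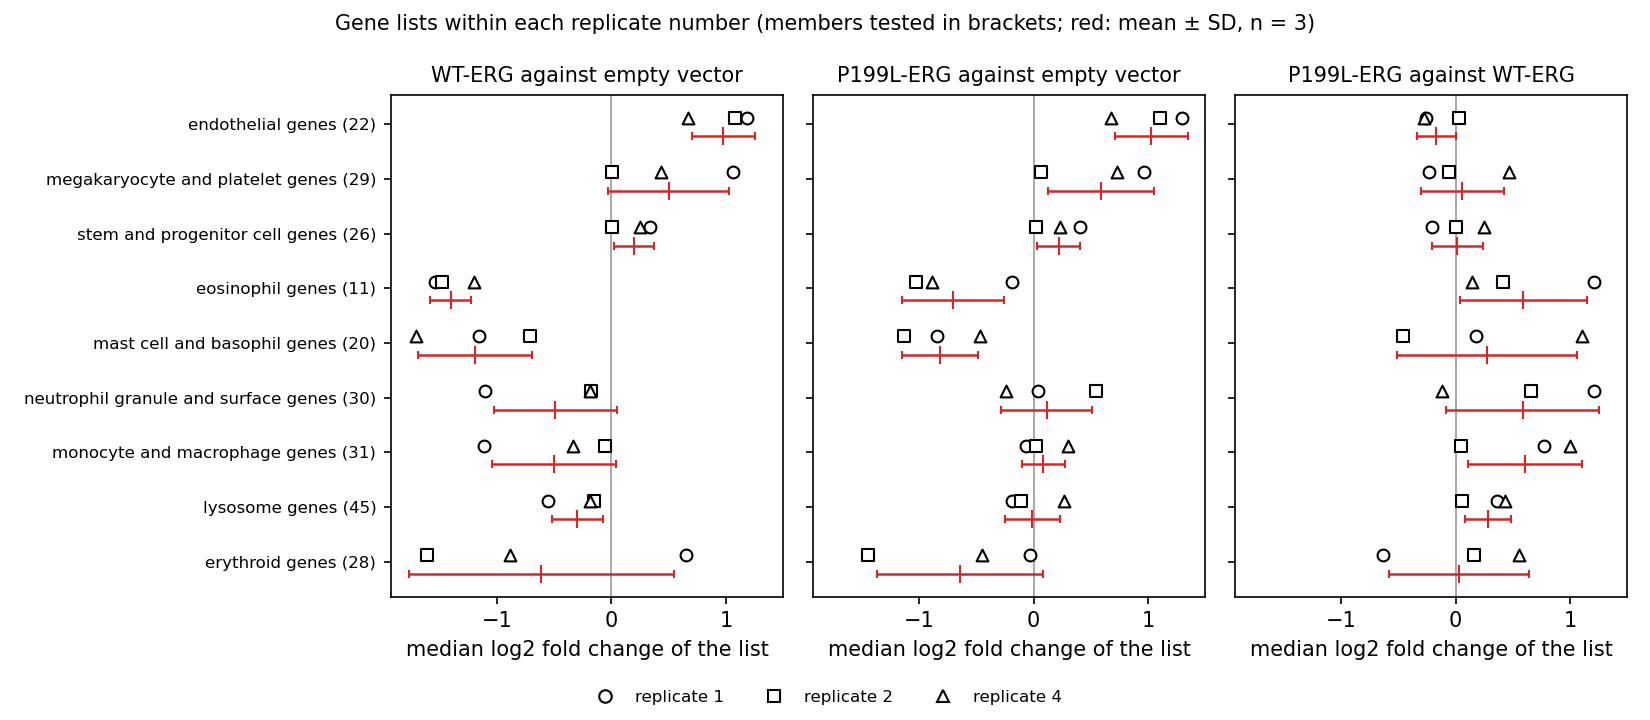
Median log2 difference of 9 gene lists in each replicate number, for WT-ERG against empty vector, P199L-ERG against empty vector and P199L-ERG against WT-ERG, with red bars for the mean ± SD of 3 replicate numbers. Endothelial genes averaged 0.98 with WT-ERG and 1.03 with P199L-ERG against the empty vector, and monocyte genes averaged 0.60 in P199L-ERG against WT-ERG.

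Lyz2, the lysozyme gene of myeloid cells, stood at 3441 ± 1677 CPM with the empty vector, at 1814 ± 998 CPM with WT-ERG and at 3099 ± 1414 CPM with P199L-ERG (SD, n = 3). Its paired log2 fold change between the variants was 0.81 ± 0.19 (edgeR adjusted p = 0.729; DESeq2 with the replicate number, adjusted p = 0.046). Mmp8, a neutrophil collagenase gene, was higher by 0.97 ± 0.20 (edgeR adjusted p = 0.729; DESeq2, 0.0214) and Tjp1, a tight junction gene, differed by -0.66 ± 0.10 (edgeR adjusted p = 0.729; DESeq2, 0.046). Both were chosen after their values were seen, as were Prg3 (1.04 ± 0.22) and Stab2 (-1.35 ± 0.28), which with Mmp8 were the genes to pass in the paired fit adjusted over the list alone. The remaining DESeq2 call, Adamts13, had 5 counts in all libraries together and was outside the edgeR filter. Itgam (0.21 ± 0.16), Ly6g (0.35 ± 0.28), Ly6c2 (0.46 ± 0.23), Clec12a (0.51 ± 0.23), Itga2b (0.05 ± 0.22), Cd34 (-0.15 ± 0.33), Hdac3 (0.02 ± 0.09), Ncor1 (-0.28 ± 0.09) and Cbfa2t3 (-0.26 ± 0.19) did not differ detectably in the paired fit (edgeR adjusted p from 0.729 to 0.972). DESeq2 with the replicate number called none of them.

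Between the variants edgeR called 0 genes without and 0 genes with the replicate number, with 62 and 889 genes at an unadjusted p under 0.05. With no filter on low counts the paired fit called 56 genes, 50 higher and 6 lower with P199L-ERG, and all 56 lay within the filter. DESeq2 called 0 and 4 genes, with 104 and 660 at an unadjusted p under 0.05.

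Myeloid transcription factors (median 0.20, camera adjusted p = 0.0096), mast cell and basophil genes (0.25, 0.0096), dendritic cell and MHC class II genes (0.38, 0.0291) and mitochondrially encoded genes (0.18, 0.00554) were also higher as groups with P199L-ERG. With an estimated correlation their adjusted p was 0.498, 0.556, 0.556 and 0.498. Co-repressor genes of the NCoR-HDAC3 and ETO complexes (-0.19, camera adjusted p = 0.0096) and cell cycle genes (-0.10, 0.0291) were lower, with adjusted p = 0.498 and 0.720 with an estimated correlation. Calls were lost without WT-ERG replicate 4 for the myeloid factors (median 0.12), mast cell (-0.13), dendritic cell (-0.04), mitochondrial (0.10), co-repressor (-0.10) and cell cycle lists (0.13). Without WT-ERG replicate 1 they were lost for the myeloid factors (0.12) and dendritic cells (0.33), without WT-ERG replicate 2 for the mitochondrial genes (0.17), and without P199L-ERG replicate 4 for the mast cell list (0.37). Without P199L-ERG replicate 1 they were lost for the mast cell (-0.05), dendritic cell (0.45), mitochondrial (0.09) and cell cycle lists (-0.04), and without P199L-ERG replicate 2 for the myeloid factors (0.15), dendritic cell (0.27), co-repressor (-0.09) and cell cycle lists (-0.10). With no filter on low counts camera lost the dendritic cell, co-repressor and cell cycle calls (adjusted p = 0.150 for each). With fgsea the dendritic cell call was lost (adjusted p = 0.268). Regrouped with each replicate number on both sides, the libraries gave mast cell, dendritic cell and cell cycle medians up to 0.55, 0.61 and 0.18 in size, larger than the real ones. For myeloid factor, mitochondrial and co-repressor genes they gave at most 0.17, 0.12 and 0.09.

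Lists that rose with both variants against the empty vector did not pass in the comparison between them with all libraries. The median was -0.08 for endothelial genes (camera adjusted p = 0.241), 0.02 for megakaryocyte and platelet genes (0.578) and 0.00 for stem and progenitor genes (0.370). The endothelial list passed as lower with P199L-ERG without WT-ERG replicate 4 (median -0.36) or P199L-ERG replicate 1 (-0.25) or 2 (-0.12). The megakaryocyte list passed as higher without WT-ERG replicate 1 (0.43) or P199L-ERG replicate 2 (0.16), and as lower without P199L-ERG replicate 1 (-0.21). B cell genes had a median of 0.48 over 5 genes and passed with the replicate number in the model (camera adjusted p = 0.0168, adjusted p = 0.395 with an estimated correlation), not without it (0.0839). The other medians were 0.03 for erythroid genes, -0.13 for the heptad, 0.18 for extracellular matrix, 0.07 for stromal cells, -0.15 for T cells, -0.08 for the interferon response, -0.12 for p53 targets and -0.12 for immediate early and heat shock genes, none passing with camera as planned and all libraries. With fgsea the matrix, interferon, p53 and immediate early lists passed (adjusted p = 0.0476, 0.0445, 0.025 and 0.00948). In camera the immediate early list passed with DESeq2 size factors (0.0452) and the matrix list over 30 counts in at least 3 libraries (0.043). With 1 library left out, camera passed the B cell list without empty vector replicate 1 (median 0.48), the stromal list without WT-ERG replicate 1 (0.34), the p53 list without WT-ERG replicate 4 (-0.14) or P199L-ERG replicate 1 (-0.14), and the matrix list without WT-ERG replicate 1 (0.51) or P199L-ERG replicate 2 (0.29) or 4 (0.26). The immediate early list passed without empty vector replicate 1 (-0.12), WT-ERG replicate 4 (-0.28) or P199L-ERG replicate 1 (-0.15) or 2 (-0.18). Erythroid genes passed as higher without WT-ERG replicate 1 (0.71) or P199L-ERG replicate 2 (0.66) and as lower without WT-ERG replicate 2 (-0.82), and interferon genes as lower without WT-ERG replicate 1 (-0.46) or P199L-ERG replicate 4 (-0.32) and as higher without WT-ERG replicate 4 (0.29) or P199L-ERG replicate 1 (0.27). With the replicate number in the model, camera passed the erythroid (0.27), matrix (0.30), B cell (0.70), interferon (-0.21) and immediate early (-0.0922) lists without number 1, and the matrix (0.25) and B cell (0.36) lists without number 2.

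To ask whether the substitution weakens repression or activation by ERG, genes were picked on the mean of both variants against the empty vector. That contrast called 1 gene in the unpaired edgeR fit, Ngfr, and 104 genes in the paired fit, of which 69 rose and 35 fell (497 and 410 with no filter on low counts, 331 and 202 with DESeq2 and the replicate number), so the sets of the paired fit were used, a step chosen after the unpaired count was seen. The 35 genes lower with ERG had a median P199L-ERG against WT-ERG log2 fold change of 0.09, with 21 higher and 14 lower (fry p = 0.242; exact two-sided permutation p = 0.4, where 0.1 is the smallest possible). The 69 genes higher with ERG had a median of -0.13, with 21 higher and 48 lower (fry p = 0.366; exact two-sided permutation p = 0.5). Neither set differed detectably between the variants with all libraries. The same 35 genes passed fry when tested without replicate 2 of every group (median 0.30). With the sets picked again, fry passed for the lower genes without WT-ERG replicate 2 (8 genes, median 0.41), WT-ERG replicate 4 (14 genes, 0.29) or P199L-ERG replicate 1 (4 genes, 0.31), and for the higher genes without empty vector replicate 1 (6 genes, -0.31), 2 (1 gene, -0.42) or 4 (64 genes, -0.21). The paired count of 104 genes was 2, 1 and 156 without replicates 1, 2 and 4 of every group. It was 10, 2 and 87 without empty vector replicates 1, 2 and 4, 76, 21 and 52 without those of WT-ERG, and 7, 11 and 266 without those of P199L-ERG.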

Values the study reported

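In transplanted mice followed for 180 days, the study reported leukemia in all animals that received cells with WT-ERG and in 37.5% of those that received cells with P199L-ERG. The study stated that endogenous Erg did not differ significantly between cells with either variant, that gene sets tied to lowered genes were enriched mainly for WT-ERG, and that sets tied to raised genes were spread over both variants.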

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

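Of the tests in this part, those of a lower activity of P199L-ERG and of a single replicate number were chosen after the result was seen.

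In P199L-ERG against WT-ERG, 10 gene lists stood out because the effects of the variants against the empty vector differed, tested as the difference between the variants by camera with and without the replicate number. Median log2 fold changes were 0.56 for neutrophil granule and surface genes, 0.67 for monocyte and macrophage genes, 0.59 for eosinophil genes and 0.27 for lysosome genes. They were 0.25 for mast cell and basophil genes, 0.38 for dendritic cell and MHC class II genes, 0.20 for myeloid transcription factors and 0.18 for mitochondrially encoded genes. Co-repressor genes of the NCoR-HDAC3 and ETO complexes stood at -0.19 and cell cycle genes at -0.10. With an estimated correlation 0 of the 10 calls held (adjusted p from 0.135 to 0.720), and 0 did so with the replicate number in the model (0.395 to 0.644).

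For the neutrophil, monocyte, eosinophil and lysosome lists, taking out the trend over GC content and gene length left at least 80.5% of each median, which argues against such a bias as the whole cause. With each replicate number left out the lowest median was 0.24, so no list turned lower, but this cannot show a difference in every number. The medians in numbers 1, 2 and 4 were 1.21, 0.66 and -0.12 for neutrophil and 0.77, 0.05 and 0.99 for monocyte genes. They were 1.21, 0.42 and 0.14 for eosinophil and 0.36, 0.06 and 0.43 for lysosome genes. A generally lower activity of P199L-ERG and a specific loss of repression cannot be told apart: from the median differences between the variants (-0.26, 0.03 and -0.28 in numbers 1, 2 and 4) the endothelial response kept at least 58.5% of its size, 79.9 ± 22.3% on average (SD, n = 3), and from the ratio of its medians against the empty vector at least 102%, but 14 of its 22 genes and 48 of the 69 genes higher with ERG were lower with P199L-ERG, among them Stab2 (-1.35), Sox7 (-1.12), Tek (-0.72) and Bcl6b (-1.56). The endothelial list passed as lower with P199L-ERG without WT-ERG replicate 4 or P199L-ERG replicate 1 or 2 (medians -0.36, -0.25 and -0.12). Either explanation may apply to the neutrophil and monocyte genes, which were lower with WT-ERG and not with P199L-ERG: their medians against the empty vector were -0.49 and -0.55 with WT-ERG and 0.12 and 0.08 with P199L-ERG, and whether the share of maturing cells or expression within cells differed was not tested. The medians between the variants exceeded those of the other splits that part all pairs by little: 0.67 against at most 0.58 for monocyte, 0.56 against 0.53 for neutrophil, 0.59 against 0.50 for eosinophil and 0.27 against 0.23 for lysosome genes, and the neutrophil median was 0.04 without WT-ERG replicate 1 and the lysosome median 0.05 without WT-ERG replicate 4.

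The 6 libraries of the variants allow 10 splits, and 4 that part all 3 pairs, too few for a share under 0.05. Of the 10 splits, 3 gave as many passing lists as the real one (10 lists, at most 13 in another split). Counting the real split, 5 gave a neutrophil, 3 a monocyte, 2 an eosinophil and 6 a lysosome median at least as large in size. The largest in another split were 1.33, 1.10, 0.78 and 0.74. The real split called 0 genes and so did every other, in all 10 without and all 4 with the replicate number.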

How the results depend on the processing

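Alternatives within the paired fit, leaving out whole replicate numbers, and DESeq2 with the replicate block for the mean of both variants were chosen after the data were seen. In the unpaired fit the counts kept within 1.5 times of the given ones with DESeq2 size factors, upper-quartile factors, over 30 counts in at least 3 libraries, limma-voom and a fold change minimum. The exceptions for WT-ERG, P199L-ERG and the mean of both against the empty vector were 68, 20 and 89 genes with DESeq2, 59, 14 and 104 with the replicate block, and 523, 268 and 533 with the replicate block in DESeq2. With no filter WT-ERG gave 6 genes and the mean 8. With 1 library left out the counts ranged from 1 to 4, 1 to 3 and 1 to 4, highest without empty vector replicate 4. P199L-ERG against WT-ERG gave 0 genes throughout (0 to 0 with 1 library left out), except 4 with the replicate block in DESeq2.

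The paired counts of 59, 14, 0 and 104 genes for WT-ERG, P199L-ERG, P199L-ERG against WT-ERG and the mean became 930, 525, 56 and 907 with no filter, although 911, 518, 56 and 884 of these calls lay within the filter, and 523, 268, 4 and 533 with DESeq2. No replicate block gave 1 gene for WT-ERG, P199L-ERG and the mean. Limma-voom gave 140 genes for WT-ERG and 189 for the mean, and held all 59 of the first. For P199L-ERG, DESeq2 size factors gave 5 genes, upper-quartile factors 6, and over 30 counts in at least 3 libraries 5. Without replicate numbers 1, 2 and 4 the counts were 1, 1 and 97 for WT-ERG, 1, 1 and 8 for P199L-ERG, and 2, 1 and 156 for the mean; 30 of the 59 WT-ERG genes were among the 97. With 1 library left out they ranged from 2 to 141, from 1 to 19 and from 2 to 266. The cause of these moves was not tested.

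The 12, 9 and 10 passing lists (WT-ERG, P199L-ERG, P199L-ERG against WT-ERG) became 1, 0 and 0 with an estimated correlation, 1, 0 and 0 with fry, 0, 0 and 0 with an estimated correlation and the replicate block, and 3, 2 and 0 with fry and the block. With fgsea 12, 8 and 13 passed, with no filter 10, 7 and 7, with DESeq2 size factors 12, 10 and 11 and over 30 counts in at least 3 libraries 12, 10 and 11. With the replicate block alone, 12, 10 and 11 passed, and it changed no list call other than those of interferon response and B cell genes. With 1 library left out they ranged from 7 to 12, 6 to 11 and 7 to 12, and without replicate 4 in the block P199L-ERG against WT-ERG gave 5.

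The set of 35 genes lower with ERG (median 0.09, P199L-ERG against WT-ERG) gave 0.30 when the same genes were tested without replicate 2, where fry passed, and -0.0368 without replicate 4. Picked again, the set gave -0.0797 to 0.50 with 1 library left out, and 0.89 for the 1 gene left without replicate 2. Fry passed without WT-ERG replicates 2 (0.41) and 4 (0.29) and P199L-ERG replicate 1 (0.31). Unequal groups may let the picking favor a difference, but the size and direction of such a bias were not tested. Genes picked on WT-ERG alone gave 0.53 (fry p = 0.0128, exact permutation p = 0.1, the smallest possible), a choice that favors such a difference, since the same WT-ERG libraries pick and test the genes. The 69 higher genes gave -0.0999 when tested without replicate 4, where fry did not pass. Picked again, 95 genes gave -0.16 without replicate 4, where fry passed, and the set gave -0.48 to 0.0628 with 1 library left out, with fry passing without empty vector replicates 1 (-0.31), 2 (-0.42) and 4 (-0.21). The unpaired edgeR fit with the filter and all libraries gave no set of 2 or more genes, so no value. It gave 3 lower and 5 higher genes with no filter on low counts, and 3 higher genes without empty vector replicate 4. These sets were not tested between the variants. The overlap of 1 gene became 13 with the replicate block, 18 with DESeq2 and 201 with both. Over 17 counts and summaries, 174 of 265 alternative values were labeled the same, 9 stronger, 82 moved and 0 reversed. For counts of genes or lists, the same meant within 1.5 times, and such counts could not be labeled reversed. Over single genes, 1483 of 1630 values kept direction and call, 92 gained a call, and 55 changed direction with no call in either fit. The reference for single genes was the unpaired edgeR fit, which called Ngfr alone. A kept call therefore mostly means a gene called in neither fit, and does not speak for the calls of the paired fit. Over single lists, 1020 of 1383 kept direction and call, 192 lost a call, 76 gained one, and 95 changed direction without being called in both fits. No gene called in either fit, and no list called in both, changed direction. The cause was not tested. Depth limits the genes under 1 CPM, which lie near the minimum count of 10.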

Other observations

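Of the tests in this part, those of library size, of endothelial cells among the sorted cells and of splits with 1 library of each number without that number in the model were chosen after the result was seen.

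Replicate number 4 differed from numbers 1 and 2 in 5675 genes (edgeR, groups in the model; 2772 higher and 2903 lower). Neutrophil granule genes were higher in it, by a median log2 difference of 0.94 with the empty vector, 1.72 with WT-ERG and 0.54 with P199L-ERG (camera adjusted p = 0.00105), and so were interferon response genes, by 0.96, 1.19 and 0.67 (camera adjusted p = 2.67e-10), and cell cycle genes, by 0.84, 0.67 and 0.36 (camera adjusted p = 4.21e-11). Monocyte and macrophage genes were lower in it, by -0.90, -0.77 and -0.68 (camera adjusted p = 0.00622), dendritic cell and MHC class II genes by -1.57, -1.48 and -0.57 (camera adjusted p = 0.0101) and lysosome genes by -1.02, -0.94 and -0.57 (camera adjusted p = 5.52e-10). Immediate early and heat shock genes were lower as well, by -0.54, -0.64 and -0.58 (camera adjusted p = 0.00125), as were endothelial genes by -0.29, -1.26 and -0.72 (0.000853), extracellular matrix genes by -0.72, -0.95 and -0.48 (0.00137), megakaryocyte and platelet genes by -0.67, -0.79 and -0.24 (0.00543) and myeloid transcription factors by -0.79, -0.76 and -0.42 (0.0343). With an estimated correlation none of these calls held (adjusted p of at least 0.445).

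Transcripts of the Y chromosome gene Ddx3y were lowest in number 1, at 17.7, 16.8 and 18.2 CPM with the empty vector, WT-ERG and P199L-ERG, against 28.8 to 31.8 CPM in number 2 and 33.0 to 38.7 CPM in number 4. Eif2s3y, also on the Y chromosome, stood at 18.0, 17.0 and 21.7 CPM in number 1, 36.5, 34.7 and 39.7 CPM in number 2, and 50.1, 49.7 and 50.9 CPM in number 4. Uty and Kdm5d were lowest in number 1 with every vector as well. Xist, the noncoding RNA of the inactive X chromosome, stood at 356, 411 and 259 CPM in number 1, 145, 291 and 168 CPM in number 2, and 151, 161 and 179 CPM in number 4.

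Libraries grouped by replicate number more than by vector. All 3 libraries of number 4 had totals within the range of numbers 1 and 2, so library size is not the reason. A different mix of cell types in each number is a candidate explanation, since 3 of the 12 cell type lists (neutrophil, monocyte, and dendritic cell and MHC class II genes) differed in number 4 by over 0.5 the same way in all 3 groups. The Y chromosome transcripts, lowest in number 1 with every vector, argue against cultures, sorts, library batches or handling as the whole difference of number 1. For the rest, and for number 4, differences between litters, cultures, sorts, library batches or the handling of the cells stay open, since the labels give none of these. The lower immediate early and heat shock genes in number 4 can go with a difference in handling.

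Endothelial genes rose with both ERG variants, list calls lost with an estimated correlation (adjusted p = 0.262 with WT-ERG and 0.290 with P199L-ERG). Fry passed them with the replicate number (adjusted p = 0.0342 and 0.0443) and not without it (0.216 and 0.333). The trend over GC content and gene length left at least 93.8% of the median of the list, which argues against such a bias as the whole cause. Endothelial cells among the sorted cells would also bring other endothelial transcripts. In numbers 1, 2 and 4 the 10 list members under the count filter summed to 1.13, 1.12 and 0.946 CPM with the empty vector. They summed to 2.83, 2.04 and 1.90 CPM with WT-ERG and to 3.33, 2.26 and 2.24 CPM with P199L-ERG. The rise with WT-ERG was 2.30%, 1.85% and 32.9% of that of Stab2 (in number 4 Stab2 itself went from 0.270 to 3.17 CPM). Nos3 and Mmrn2 (chosen after their values were seen) held 56 and 45 counts over all libraries, and Cldn5, Emcn and Clec14a 6, 6 and 1. Genes set apart by their low counts leave little room for a rise in any of them, so this explanation and a response of the progenitors themselves cannot be told apart. Of the 32 list members, 8 stand in another list and 17 were over 1 CPM with the empty vector, among them Pecam1 and Cd93, which does not show which of the sorted cells express them. The study describes the cells as positive for c-Kit, which would leave out endothelial cells without it, but its methods name only the depletion of lineage-positive cells and the GFP sort, which do not remove transduced endothelial cells, and a response of the progenitors to ERG may therefore be only one of the explanations.

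Other splits of the libraries were counted for each comparison. For WT-ERG against the empty vector the 10 splits, and the 4 that part all pairs, are too few for a share under 0.05: 1 of 10 gave the real count of 1 gene (at most 0 in another split), 1 of 4 the real 59 genes of the paired fit (at most 0), and 1 of 10 the real 12 lists (at most 11). For P199L-ERG they are too few as well: 1 of 10 gave the real 1 gene (at most 0), 1 of 4 the real 14 genes of the paired fit (at most 0), and 4 of 10 the real 9 lists (at most 11). For the mean of both variants without the replicate number, chance cannot be excluded: 6 of 84 splits gave at least the real 1 gene, with up to 4034 genes when number 4 was set against the rest, 591 for number 2 and 181 for number 1, which points to the structure of the samples by number. Among the 27 splits that take 1 library of each number, as the real one does, 1 gave the real 1 gene, Ngfr, and at most 0 were called in another. Every other split mixes libraries with and without Ngfr counts, and the check was added after the call was seen, so it cannot weigh chance. It concerns Ngfr alone, which cannot be assigned to ERG, and so says nothing about an effect of ERG. With the replicate number, 1 of 27 splits that take 1 library of each number gave as many genes as the real 135 of a fit with 2 groups, and at most 3 genes were called in another. This share is under 0.05, but it is the smallest that 27 splits can give, so it weighs only weakly against chance. The paired fit with 3 groups called Ngfr and Erg for this contrast, and its count of 104 genes was 2 and 1 without replicate numbers 1 and 2.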
